# VDR is an essential regulator of hair follicle regression through the progression of cell death

**DOI:** 10.26508/lsa.202302014

**Published:** 2023-09-06

**Authors:** Yudai Joko, Yoko Yamamoto, Shigeaki Kato, Tatsuya Takemoto, Masahiro Abe, Toshio Matsumoto, Seiji Fukumoto, Shun Sawatsubashi

## Abstract

Vitamin D receptor (VDR) is essential for hair follicle homeostasis as its deficiency induces hair loss, although the mechanism involved remains unknown. Our research shows that, in *Vdr*-knockout mice, the hair cycle is halted during the catagen stage, preceding alopecia. In addition, in *Vdr*-knockout hair follicles, epithelial strands that normally regress during the catagen phase persist as “surviving epithelial strands.” Single-cell RNA sequencing analysis suggests that these surviving epithelial strands are formed by cells in the lower part of the hair follicle. These findings emphasize the importance of the regression phase in hair follicle regeneration and establish VDR as a regulator of the catagen stage.

## Abstract (precis)

This study investigates the role of VDR in the progression of catagen, and demonstrates that aberrant regression that ectopically prevents cell death impairs hair follicle regeneration, emphasizing the significance of regression in tissue homeostasis.

## Introduction

Active vitamin D (VD) plays a key role in regulating calcium and phosphate metabolism in bones and the intestinal tract, and having other physiological effects through its interaction with the vitamin D receptor (VDR), a member of the nuclear receptor superfamily (Evans, 1988; Mangelsdorf et al, 1995; Li et al, 1997; Yoshizawa et al, 1997; Christakos et al, 2015). In the skin, which possesses the ability to produce VD, topical formulations of active VD are commonly used as a primary treatment for psoriasis, a chronic inflammatory skin disease (Mattozzi et al, 2016). Dysfunction of the VDR has also been linked to alopecia, as hair loss is a prominent feature in vitamin D-dependent rickets type 2A and mice lacking VDR (Chen et al, 2001; Bikle et al, 2006; Saini et al, 2017). However, mice lacking Cyp27b1, an active VD synthase, and thus lacking active VD, do not display alopecia (Hirota et al, 2017), suggesting that Vdr has an unknown function in hair follicle (HF) homeostasis that is independent of active VD. Despite this, the role of VD–VDR in the HF remains unclear and there is no established treatment for alopecia in patients with vitamin D-dependent rickets type 2A. In addition, alopecia has not been reported in patients with point mutations inside the VDR ligand pocket, suggesting that a ligand-independent function of VDR regulates hair follicle homeostasis (Malloy & Feldman, 2011).

The HF, a mini-organ that emerges from epidermal basal cells, undergoes repeated cycles of growth (anagen), regression (catagen), and rest (telogen) throughout life (Müller-Röver et al, 2001; Alonso & Fuchs, 2006; Schneider et al, 2009; Lin et al, 2022). The HFs that initially form in the dorsal skin of the mouse develop on embryonic day 13.5, attain maturity by postnatal day (P)16, undergo the first catagen phase from P17, and enter the telogen phase at P20 (Fig S1) (Paus et al, 1999; Biggs & Mikkola, 2014). Single-cell RNA sequencing (scRNA-seq) analysis of HFs has shown that anagen follicles are composed of various cell types because of the expression of specific genes (Yang et al, 2017; Adam et al, 2018; Joost et al, 2020; Morita et al, 2021). However, scRNA-seq in catagen has yet to be reported. Advances in imaging technology have revealed that catagen progresses through a process of orderly cell death involving apoptosis and phagocytosis (Mesa et al, 2015). Wnt7b, Wnt10b, and Fgf18 have been identified as anagen-initiation factors and Fgf5 as an anagen-termination factor (Hébert et al, 1994; Kawano et al, 2005; Li et al, 2013; Kandyba & Kobielak, 2014); the regulator responsible for promoting cell death in catagen remains unknown. Moreover, no cases of impaired catagen progression in mouse models or patients with alopecia have yet been reported. In addition, previous reports have shown that VDR deficiency impairs β-catenin and Lef1-mediated Wnt signaling in keratinocytes, suggesting a role for VDR in anagen reentry (Cianferotti et al, 2007). Furthermore, VDR is expressed in the outer root sheath and dermal papilla (DP) of hair follicles, and its expression is known to increase from late anagen to catagen (Reichrath et al, 1994), but its function in catagen remains unknown. This study investigates the role of the VDR in the progression of catagen, and demonstrates that aberrant regression that ectopically prevents cell death impairs HF regeneration, emphasizing the significance of regression in tissue homeostasis.

**Figure S1.**
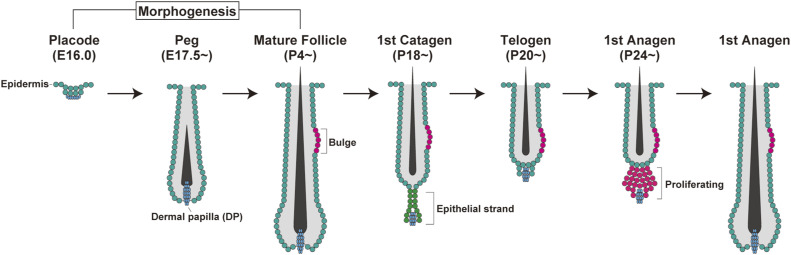
Schematic of hair follicle morphogenesis on the dorsal side of mice. Hair follicle morphogenesis begins with placode formation at E15 and matures at P4. After that, the hair follicle continues to grow until P17 and enters the first catagen at P18. Then, it enters telogen at P20 and enters the first growth period around P24.

## Results and Discussion

### Deletion of VDR in the epidermis disrupts hair follicle homeostasis

To examine the function of VDR in the epidermis and HF separately from systemic calcium and phosphorus metabolism, we generated transgenic mice with conditional deficiency in epithelial *Vdr* (*Vdr* cKO) using *Keratin-14* (*Krt14*) promoter-driven Cre recombinase (Figs 1A and S2A and B). Epidermal deletion of Vdr resulted in progressive alopecia similar to that observed in *Vdr*-null mice by Xie et al (Fig 1A) (Yoshizawa et al, 1997; Xie et al, 2002). *Vdr* cKO mice with alopecia at 6 mo of age lost HFs and developed dermal cysts instead (Fig 1B). These dermal cysts did not express Krt6, which is known to mark the terminally differentiated companion layer and inner bulge, or Foxc1, which is expressed in the HF stem cells (HFSCs), inner root sheath (IRS), isthmus, and sebaceous gland of the HF (Figs 1C and S3A) (Hsu et al, 2011; Lay et al, 2016), but expressed Krt10 and Loricrin (Lor), markers of epidermal differentiation (Figs 1D and S3B), indicating that the dermal cysts are formed by epidermal-like cells. In addition, from around P60, *Vdr* cKO HFs lost dermal papilla (Fig S3C and D), gradually swelled, and transformed into dermal cysts (Fig S3E). To determine when the *Vdr* cKO mice lost their HFs, we examined skin tissues before the formation of dermal cysts. In *Vdr* cKO skin, normally morphogenic HFs were present at P15 (Fig 1E). However, *Vdr* cKO HFs did not enter anagen at P30 as compared with *Vdr* flox/flox (control) mice (Fig 1E). These results suggest that alopecia observed in *Vdr* cKO mice is caused by impaired entry into the first anagen phase and the transformation of the HF into a dermal cyst composed of epidermal cells (Fig 1E).

**Figure 1.**
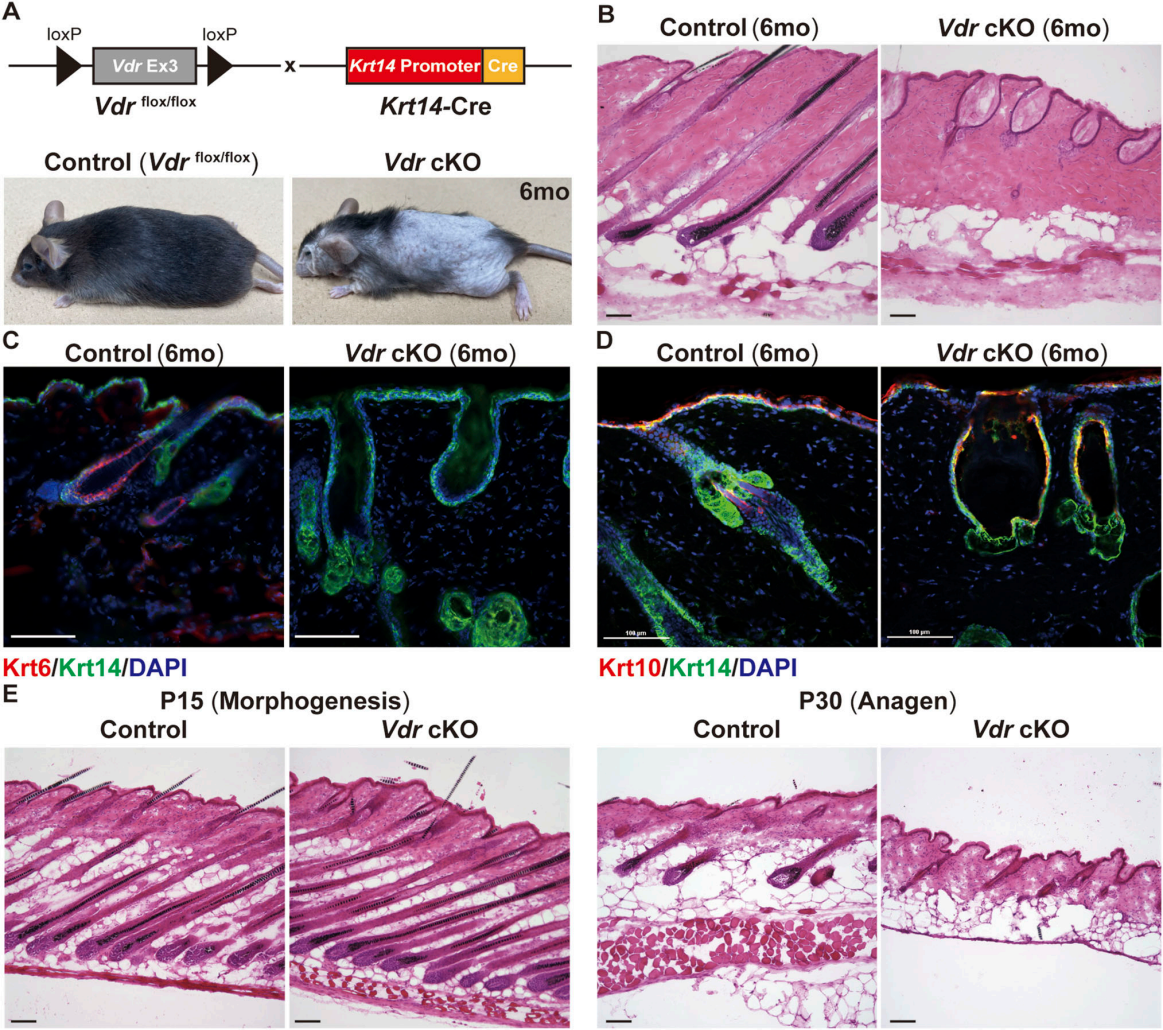
Deletion of Vitamin D receptor (VDR) in the epidermis disrupts hair follicle homeostasis. **(A)** Schematic representation of engineered alleles to establish epidermis-specific *Vdr*-deficient mice. Images of 6-mo-old *Vdr* flox/flox and *Vdr* cKO mice. **(B)** Hematoxylin and eosin (HE) staining of 6-mo-old mouse skin sections. Scale bar, 100 μm. **(C)** Immunofluorescent (IF) staining for the inner root sheath layer marker Krt6 (red) and the basal layer marker Krt14 (green). Scale bar, 100 μm. **(D)** IF staining for the differentiated suprabasal layer markers Krt10 (red) and Krt14 (green). Scale bar, 100 μm. **(E)** HE staining of morphogenesis-stage (postnatal day (P)15) and anagen-stage (P30) mouse skin sections. Scale bar, 100 μm.

**Figure S2.**
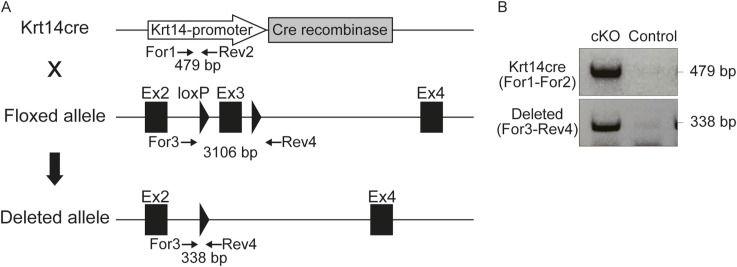
Generation of conditional *Vdr*-knockout mice. **(A)** Diagrammatic representation of Krt14cre allele, floxed allele, and deleted allele. Crossing with Krt14cre mice deleted exon 3. **(B)** PCR analysis of genomic DNA extracted from *Vdr* flox/flox; Krt14cre and *Vdr* flox/flox mice. Primer sequences used in this study are shown in Table S2.

**Figure S3.**
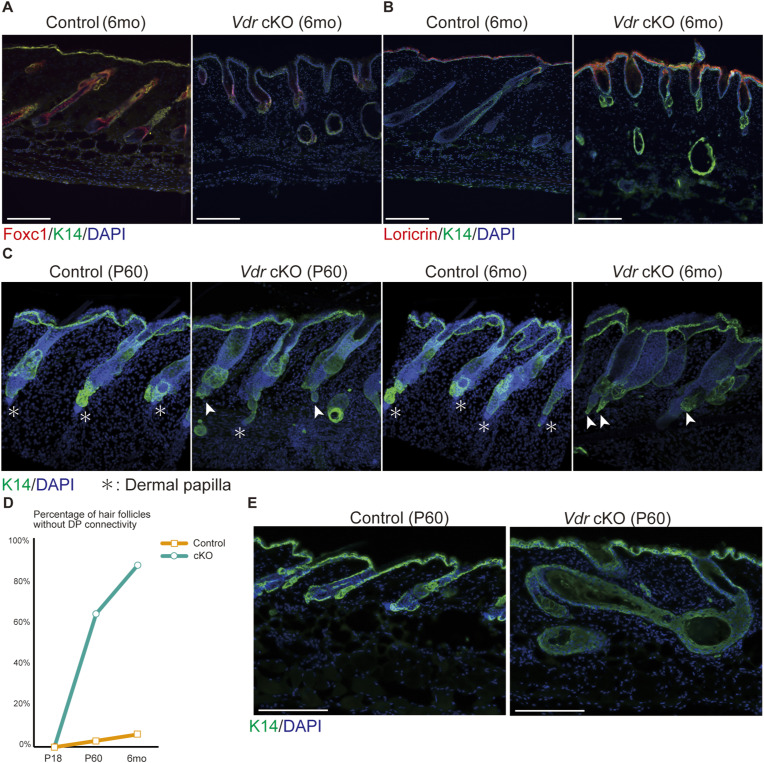
*Vdr*-cKO mice lose hair follicle homeostasis. **(A)** IF staining for the inner root sheath layer marker Foxc1 (red) and the basal layer marker Krt14 (green). Scale bar, 100 μm. **(B)** IF staining for the differentiated suprabasal layer markers loricrin (red) and Krt14 (green). Scale bar, 100 μm. **(C)** IF staining of P60 and 6 mo mouse skin for Krt14 (green). Arrowheads indicate DP-disconnected hair follicles. **(D)** Percentage of hair follicles without DP connectivity of P18, P60, and 6 mo mice. **(E)** IF staining of anagen-stage (P25) and telogen-stage (P60) mouse skin for Krt14 (green). Scale bar, 100 μm.

### Epidermal VDR regulates hair follicle regression

Despite normal morphogenesis during development, *Vdr* cKO mice failed to enter the first anagen, suggesting arrest of the hair cycle. To determine at what phase hair cycle arrest occurred in *Vdr* cKO mice, HFs were observed before P30. Both control and *Vdr* cKO HFs progressively shortened during the first catagen phase from P18 to P20 (Fig 2A). However, the position of the DP at P20 was above the adipocyte layer in control mice (Fig 2A, upper panel), but remained in the adipocyte layer in *Vdr* cKO mice (Fig 2A, lower panel). Two-photon microscopy images also showed that the lower part of control HFs was shortened and regressed at P19, whereas the lower part of the *Vdr* cKO HFs was elongated and had a folded structure (Fig 2B, Video 1, and Video 2). These findings indicated an abnormal regression phase in *Vdr* cKO mice after catagen V of the classical hair cycle stages (Müller-Röver et al, 2001). Therefore, to compare the HF regression after catagen V between control and *Vdr* cKO mice, HFs were classified into four categories (early, mid1, mid2, and late) based on the hair shaft depth (Fig 2C). It was predicted that there would be differences in the rate of cell death in the catagen phase because of the length of the lower part of the HF. To test this, cleaved caspase3 staining was performed. Three-dimensional microscopy images revealed that the average number of caspase3-positive cells was ∼7–8 from mid1 to mid2 in control mice, whereas it was ∼3–5 in the same period in *Vdr* cKO mice (Figs 2C and D and S4A). In addition, epithelial strand length was increased in the *Vdr* cKO after mid2 as compared with control, whereas no significant alteration could be noticed in early and mid1 catagen (Fig S4B). As such, it is likely that, in *Vdr* cKO HFs, epithelial strands that should regress during the first catagen phase are retained as “surviving epithelial strands.” These results suggested that Vdr promotes apoptosis in the lower part of the HF. Furthermore, as observed in *Vdr* cKO mice, surviving epithelial strands maintain a certain length even at the stage when control follicles enter telogen (Fig S4C and D), a state defined as “paused-catagen.”

**Figure 2.**
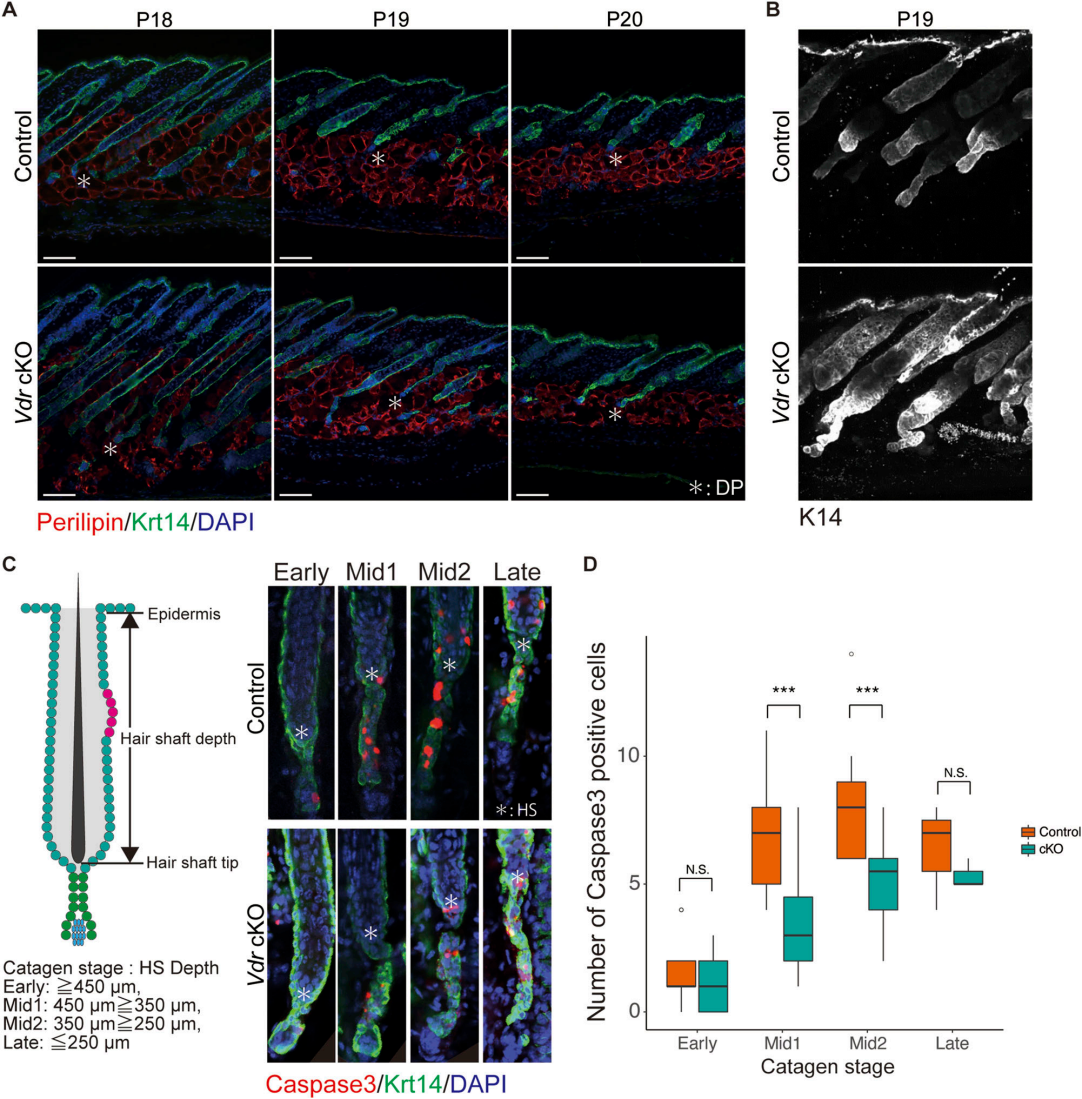
Epidermal Vitamin D receptor regulates hair follicle regression. **(A)** IF staining of P18–P20 mouse skin sections for the adipocyte markers perilipin (red) and Krt14 (green). Scale bar, 100 μm. *, dermal papilla (DP). **(B)** IF staining of P19 mouse skin section for Krt14 (white). **(C)** IF staining of early- to late-catagen hair follicle of back skin for the apoptosis markers caspase3 (red) and Krt14 (green). Catagen stage = hair shaft (HS) depth; early: ≥450 μm, mid1: 450 ≥ 350 μm, mid2: 350 ≥ 250 μm, late: ≤250 μm. **(D)** Number of caspase3-positive cells per hair follicle (n = 3) at each catagen stage. Error bars, mean ± SEM; ***P < 0.001 (*t* test).

Video 1 3D image of catagen hair follicle. IF staining of P19 control mouse skin section for Krt14 (white) by two-photon laser scanning microscopy.Download video

Video 2 3D image of aberrant regression hair follicle. IF staining of P19 *Vdr* cKO mouse skin section for 26 Krt14 (white) by two-photon laser scanning microscopy.Download video

**Figure S4.**
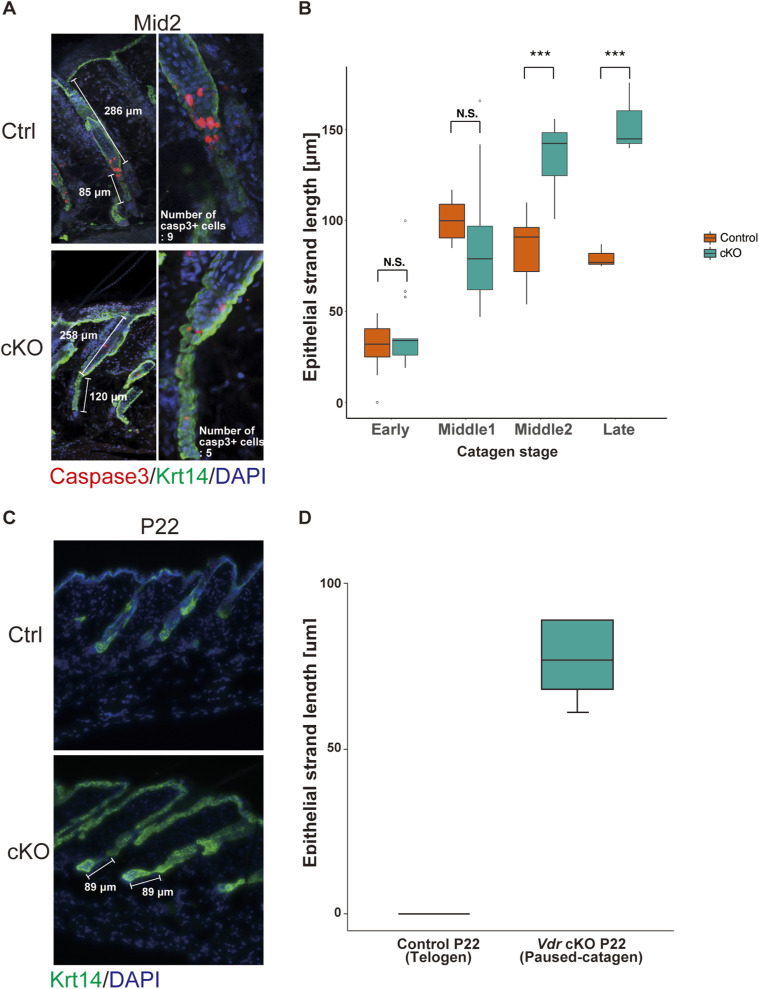
*Vdr*-cKO epithelial strand is longer than in the control. **(A)** IF staining of mid2-catagen hair follicle for the apoptosis marker caspase3 (red) and Krt14 (green). The number of caspase3-positive cells was counted by constructing 3D images taken using a confocal microscope. **(B)** Epithelial strand length at each catagen stage. Error bars, mean ± SEM; ***P < 0.001 (*t* test). **(C)** IF staining of P22 hair follicle for Krt14 (green). **(D)** Epithelial strand length at P22.

### Characteristic “surviving epithelial strands” in Vdr cKO mice are composed of Gata3+/Dst+/Krt14+ cells

To investigate the gene expression pattern of surviving epithelial strand formation in *Vdr* cKO mice, scRNA-seq was performed on epidermal and HF cells from the catagen phase (P18) of both control and *Vdr* cKO mice. 

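The deposited data hold 3 single-cell libraries of dorsal skin from P18 mice, 2 from control mice (*Vdr* flox/flox) and 1 from *Vdr* cKO mice (*Vdr* flox/flox; Krt14cre). The paper states that the skin of 3 male mice went into each library. The cells were captured in droplets on the Nadia instrument, in which the transcripts of a cell receive a shared barcode of 12 bases. The authors deposited a count for each gene and barcode, without normalization, for 2788 barcodes in control 1, 2460 in control 2 and 2782 in the *Vdr* cKO library. These held 19943755, 29241653 and 31080936 counts. Barcodes with at least 200 detected genes and at most 20% mitochondrial counts were kept as cells, which left 1480, 1658 and 2622 cells. The kept cells had a median of 4190, 4492.5 and 4055 counts and of 377, 502 and 688.5 detected genes. The paper's text does not say whether copies of a molecule were collapsed. In genes detected under fewer than 0.5% of the barcodes, the mean value of an entry above 0 was 10.1, 7.15 and 4.34 counts. Intervals are 95% intervals, exact Poisson for counts and Clopper-Pearson for shares of cells. They cover counting error only, and copies of a molecule counted repeatedly make them too narrow. With 1 *Vdr* cKO library there are no replicates of that genotype and no test was made, so the difference between the control libraries is the only measure of spread between libraries.

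*Vdr*, the deleted gene, had 40.7 CPM (counts scaled to the same total in each library; interval 37.9 to 43.7) in control 1, 35.9 CPM (33.7 to 38.2) in control 2 and 80.8 CPM (77.7 to 84.0) in the *Vdr* cKO library. The log2 fold over the control mean was 1.06, with 1 CPM added to each value, and the log2 ratio of control 1 to control 2 was 0.18. The alternative that moved this fold most, the mean of each cell's CPM in place of summed counts, gave 0.75. At least 1 count of *Vdr* was found in 3.18% of the cells of control 1, 5.91% of control 2 and 12.7% of the *Vdr* cKO library. *Vdr* was therefore not lower in the library that carries the cKO label, and counts per gene do not tell a transcript with exon 3 from one without it. Differences between conditions are given for the library labelled *Vdr* cKO for this reason.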

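The kept cells of the 3 libraries, 5760 in all, were merged and clustered with Seurat at the paper's resolution of 0.5, from the first 10 principal components of 2000 variable genes. *Lor*, *Dst*, *Gata3*, *Krt14* and *Vdr* were left out of the variable genes, so that their values played no part in forming the clusters. The cells fell into 9 clusters of 37 to 1472 cells, numbered here by size, so a number does not stand for the paper's cluster of that number. The number of clusters moved most at resolutions of 0.3, with 6, and 0.8, with 12, and with 200 detected genes drawn from each cell, a setting chosen after seeing the data, with 6. Of the smaller clusters, cluster 6 (203 cells) was led by *Cers4* and *Fa2h*. In the library labelled *Vdr* cKO, *Cers4* had 3213 CPM in this cluster and 64.9 CPM in the other cells. Cluster 7 (192 cells) was led by *Lce1a2*, *Lce1c* and *Btc*, and *Lce1a2* had 3238 CPM in it against 74.4 CPM elsewhere. Cluster 8 (37 cells) was led by the antigen-presentation genes *H2-Ab1*, *Cd74* and *H2-Eb1*, with 6087 CPM of *Cd74* against 64.3 CPM. The leading genes of the larger clusters 0 and 1 stood out less. Leading genes were taken within the library with the most cells in a cluster, which was control 1 for cluster 0, control 2 for cluster 4 and the library labelled *Vdr* cKO for the others. *Hbb-bs*, *H2-Ab1* and *Clns1a* led cluster 0 at log2 ratios of 2.60, 2.14 and 2.09 in control 1, and *Pla2g12a*, *Emc1* and *Arhgap21* led cluster 1 at 2.12, 2.08 and 2.05 in the library labelled *Vdr* cKO. The globin genes *Hbb-bs*, *Hba-a2* and *Hbb-bt* led cluster 4, and *F3*, *Wfdc21* and *Serpina12* led cluster 5. In cluster 4 of control 2, *Hbb-bs* had 405 CPM. *Krt10*, a marker of epidermal differentiation in the paper, had 43037 CPM there, against 32952 CPM over all cells of control 2. The globin genes therefore do not name the cell type of this cluster.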

The combined scRNA-seq data classified epidermal and HF cells into nine clusters (Fig 3A; Table S1). Approximately half of the total cells formed different clusters in control and *Vdr* cKO, suggesting that VDR plays a role in the identity of a wide range of epidermal and HF cells (Fig 3A and B). 

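A cluster was counted as cKO-high when its share of the cells of the library labelled *Vdr* cKO made up at least 0.75 of the sum of that share and the mean share of the controls, and as control-high when it made up at most 0.25. Clusters 2 and 3 were cKO-high and held 1311 of the 2622 cells of the library labelled *Vdr* cKO, or 50.0% (48.1% to 51.9%), against 4.53% of the cells of control 1 and 5.73% of control 2. Clusters 0 and 4 were control-high and held 60.3% of the cells of control 1, 51.5% of control 2 and 8.85% of the library labelled *Vdr* cKO. Together these clusters held 3451 cells, or 59.9% of all cells. Between the control libraries, by the same limits, 7.36% of the control cells (6.47% to 8.33%) were in a cluster that set these libraries apart. The share of 50.0% moved most at a resolution of 0.3, where no cluster was cKO-high or control-high. Without control replicate 2 it was 19.8%, and after integration of the libraries with Seurat's anchors it was 23.6%. *Vdr* was not reduced in the library on which these directions rest.

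**Figure D1:**
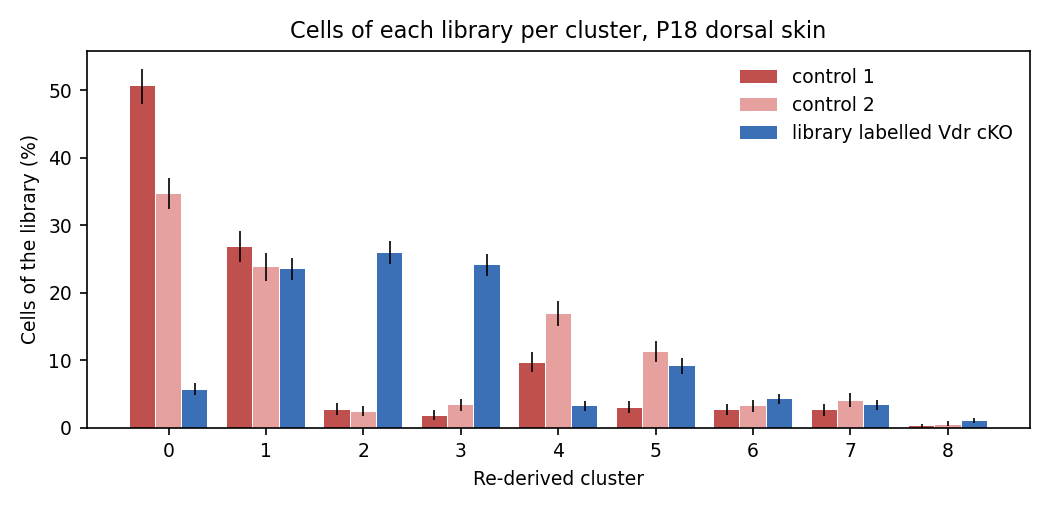
Percent of the cells of each library (vertical axis) in each re-derived cluster (horizontal axis), with 95% Clopper-Pearson intervals of the counting error. Clusters 2 and 3 hold 25.9% and 24.1% of the cells of the library labelled *Vdr* cKO, and cluster 0 holds 50.6% and 34.7% of the cells of the controls.

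Counts were also summed over the cells of each library. Of 3919 genes with at least 50 CPM in a library, 197 were over 2-fold above or below both controls in the library labelled *Vdr* cKO, 152 of them higher and 45 lower. With control 1 in its place the number was 66, and with control 2 it was 68. The number moved most when genes from 10 CPM were admitted, to 829. Against a single control it was larger, 358 without control replicate 1 and 389 without control replicate 2. The higher genes made up 77.2% of the 197. With edgeR's TMM factors the higher genes were 53.4% of 193, and with DESeq2's median-of-ratios factors 51.0% of 196, since these factors move the median log2 fold of all tested genes by -0.19 and -0.21. From the different clusters that control and *Vdr* cKO cells formed, the paper proposes that VDR has a part in the identity of many kinds of epidermal and HF cells.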

Based on the results of the density plot, clusters 1 and 2 were specific clusters for *Vdr* cKO mice. 

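Re-derived cluster 2 held 680 cells of the library labelled *Vdr* cKO and 40 cells of each control library. Re-derived cluster 3 held 631 cells of the library labelled *Vdr* cKO, 27 of control 1 and 55 of control 2. Cluster 2 was led by *Tchh*, *Krt27* and *Krt71*, at 1639, 132 and 143 CPM in the library labelled *Vdr* cKO against 35.4, 4.34 and 7.06 CPM in its other cells. These genes were found in 256, 69 and 60 cells of that whole library. Each was therefore missing from most of the 680 cells, and the pooled levels do not describe the typical cell of cluster 2. Cluster 3 was led by *Pinlyp*, at 222 CPM against 42.1 CPM, and by the proliferation genes *Cenpf* and *Mki67*, each at 131 CPM against 21.6 and 25.2 CPM. No other cluster reached a balance of 0.75, and cluster 8, at 0.743, came nearest, with 26 of its 37 cells from the library labelled *Vdr* cKO. The direction of each balance follows the label of a library with undiminished *Vdr* counts.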

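*Lor* encodes loricrin, a protein of the cornified envelope of differentiated keratinocytes, and lies on chromosome 3 of GRCm38 from 92080271 to 92083142. Its level over all cells was 13227 CPM in control 1, 12928 CPM in control 2 and 11930 CPM in the library labelled *Vdr* cKO, a log2 fold of -0.13 over the control mean. Within the library labelled *Vdr* cKO, the cKO-high cluster 2 had 11891 CPM of *Lor* and the cKO-high cluster 3 had 1494 CPM (1468 to 1520). The highest level was in cluster 7, with 58310 CPM, and clusters 0 and 5 had 13591 and 12870 CPM. The candidate cluster was taken as the cKO-high cluster of at least 50 cells with the lowest *Lor*, which was cluster 3. Its ratio of *Lor* to the other cells of the library labelled *Vdr* cKO was 0.0936 (0.0920 to 0.0953). The cells of the controls in it had 768 CPM against 13808 CPM and 1250 CPM against 13267 CPM elsewhere in their libraries. The alternative that moved the log2 ratio of *Lor* most, 200 detected genes drawn from each cell, changed it from -3.42 to -1.95. That draw was chosen after seeing the data and changed which cells were in the cluster, and under it the log2 ratio of *Dst* was 1.74. At a resolution of 0.3 there was no candidate cluster.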

Cluster 1 was thought to be differentiated epidermal cells because of the high expression of *Lor*, and cluster 2 was then narrowed down as the candidate of surviving epithelial strand cells. 

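*Dst*, which encodes the cytoskeletal linker dystonin, lies on chromosome 1 of GRCm38 from 33908225 to 34308661, and *Gata3*, a transcription factor gene, on chromosome 2 from 9857078 to 9890034. Within the library labelled *Vdr* cKO, *Dst* had 1591 CPM (1564 to 1618) in the candidate cluster and 555 CPM in the other cells, a ratio of 2.87 (2.80 to 2.94). The same ratio was 6.61 (6.20 to 7.03) among the few control 1 cells of the cluster and 8.65 (8.03 to 9.31) among those of control 2. The level of *Dst* in the cluster was 1535 CPM in control 1 and 1099 CPM in control 2, so the lower ratio in the library labelled *Vdr* cKO came with more *Dst* outside the cluster, where the controls had 232 and 127 CPM. *Gata3* had 944 CPM in the candidate cluster of the library labelled *Vdr* cKO and 667 CPM outside it, a ratio of 1.42 (1.38 to 1.45). In that library the candidate cluster was not the highest in these genes or in *Krt14*: cluster 1 had 1620 CPM of *Dst*, cluster 4 had 1044 CPM of *Gata3*, and *Krt14* had 3849 CPM in cluster 6 against 3023 CPM in the candidate cluster. In control 1 the ratio of *Gata3* was 1.43 (1.33 to 1.54), and in control 2 it was 0.908 (0.824 to 0.998), with less *Gata3* in the cluster than outside. The direction in control 2 depended on the setting. Its ratio ran from 0.771 with all deposited barcodes to 1.19 (1.07 to 1.30) with cells thinned before clustering. The log2 ratio of *Dst* in the library labelled *Vdr* cKO, 1.52, moved most with 30 principal components, to 1.06, and that of *Gata3*, 0.50, with the limits of the Seurat tutorial, to 0.30.

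**Figure D2:**
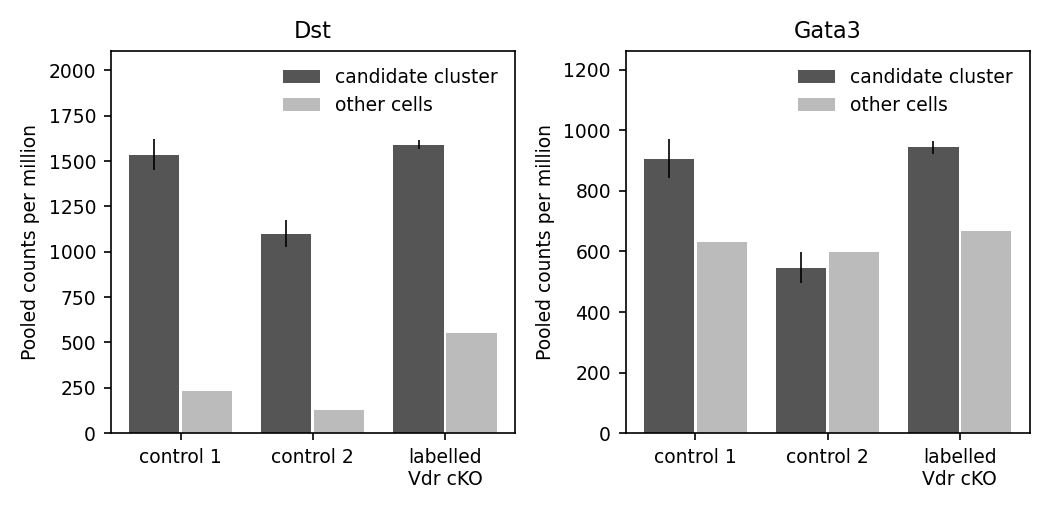
Pooled CPM (vertical axis) of *Dst* and *Gata3* in the candidate cluster and in the other cells of each library, with 95% Poisson intervals of the counting error for the cluster. *Dst* is higher in the cluster in all 3 libraries, and *Gata3* is higher in control 1 and in the library labelled *Vdr* cKO but not in control 2.

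With every cell thinned to 1000 counts, 55.1% (51.1% to 59.0%) of the candidate cluster's cells in the library labelled *Vdr* cKO had a count of *Dst* and 43.7% (39.7% to 47.6%) had a count of *Gata3*. Outside the cluster the shares were 33.1% and 32.6%. Cluster 7, the differentiated cluster with the most *Lor*, served as the measure of background from free RNA, and there the shares were 21.8% (13.7% to 32.0%) and 26.4% (17.6% to 37.0%). The median depth before thinning was 7414 counts in the candidate cluster and 13472 counts in cluster 7. A like amount of free RNA makes up a smaller part of a cell with more counts, so cluster 7 can understate the background in the candidate cluster. It can also overstate it, if cells of cluster 7 express these genes themselves, which was not tested. *Gata3* was highest in cluster 4 of this library, where *Krt10* had 43896 CPM, so differentiated cells with *Gata3* of their own are possible. For control 1 the shares in the candidate cluster were 44.4% for *Dst* and 40.7% for *Gata3*, against 5.26% and 15.8% in cluster 7, at median depths of 15029 and 22269 counts. For control 2 they were 38.2% and 25.5%, against 7.46% and 10.4%, at 10118 and 22919 counts. In both controls the intervals of *Gata3* overlapped, with 22.4% to 61.2% in the 27 cells of control 1 against 6.02% to 31.3% in cluster 7, and 14.7% to 39.0% in the 55 cells of control 2 against 4.30% to 20.3%. Computed as the paper's Table S1 gives them, over the cells of all libraries, 0.781 of the cells of the candidate cluster and 0.325 of the others had a count of *Dst*, with a log2 fold change of 1.29. For *Gata3* the values were 0.769, 0.461 and 0.51. The paper's values for its cluster 2 are 0.801, 0.364 and 1.45 for *Dst* and 0.765, 0.545 and 0.40 for *Gata3*. They come from the part of Table S1 that was available here, 1997 of its 3499 lines.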

Upon searching for characteristic gene markers of cluster 2, *Dst* and *Gata3* were identified as potential candidates (Fig 3C). Immunofluorescence staining (IF) confirmed that surviving epithelial strands could be marked with Dst and Gata3 (Fig 3D). Although Gata3 has previously been used as a marker for IRS in anagen HFs (Kaufman et al, 2003), IRS markers other than Gata3 did not mark surviving epithelial strands (Fig S5A and B). In addition, IF showed that Gata3 was strongly expressed in IRS and weakly expressed in basal cells (Krt14-positive) in the lower part of HFs (lower proximal cup: LPC) from late anagen to early catagen (Inês & Nicolas, 2012). During catagen progression, cells with low Gata3 expression formed surviving epithelial strands, whereas IRS moved upward (Fig 3E and F). However, within the *Vdr* cKO HF, cells expressing low levels of Gata3 exhibited resistance to apoptosis, specifically in the epithelial strands (Fig S5D). VDR and Dst, which are known to be specifically expressed in LPC of anagen (Yang et al, 2017), were also expressed in the epithelial strand of control mice (Figs 3D and S5C). These results suggested that VDR is a crucial factor for the elimination of the LPC cells expressing Dst, Gata3, and Krt14 during catagen. However, in the *Vdr* cKO HF, some Gata3+/Dst+/Krt14+ LPC cells are eliminated, and certain cells that escape cell death form surviving epithelial strands (Fig 3F). Moreover, Dst function in HF is unknown.

**Figure 3.**
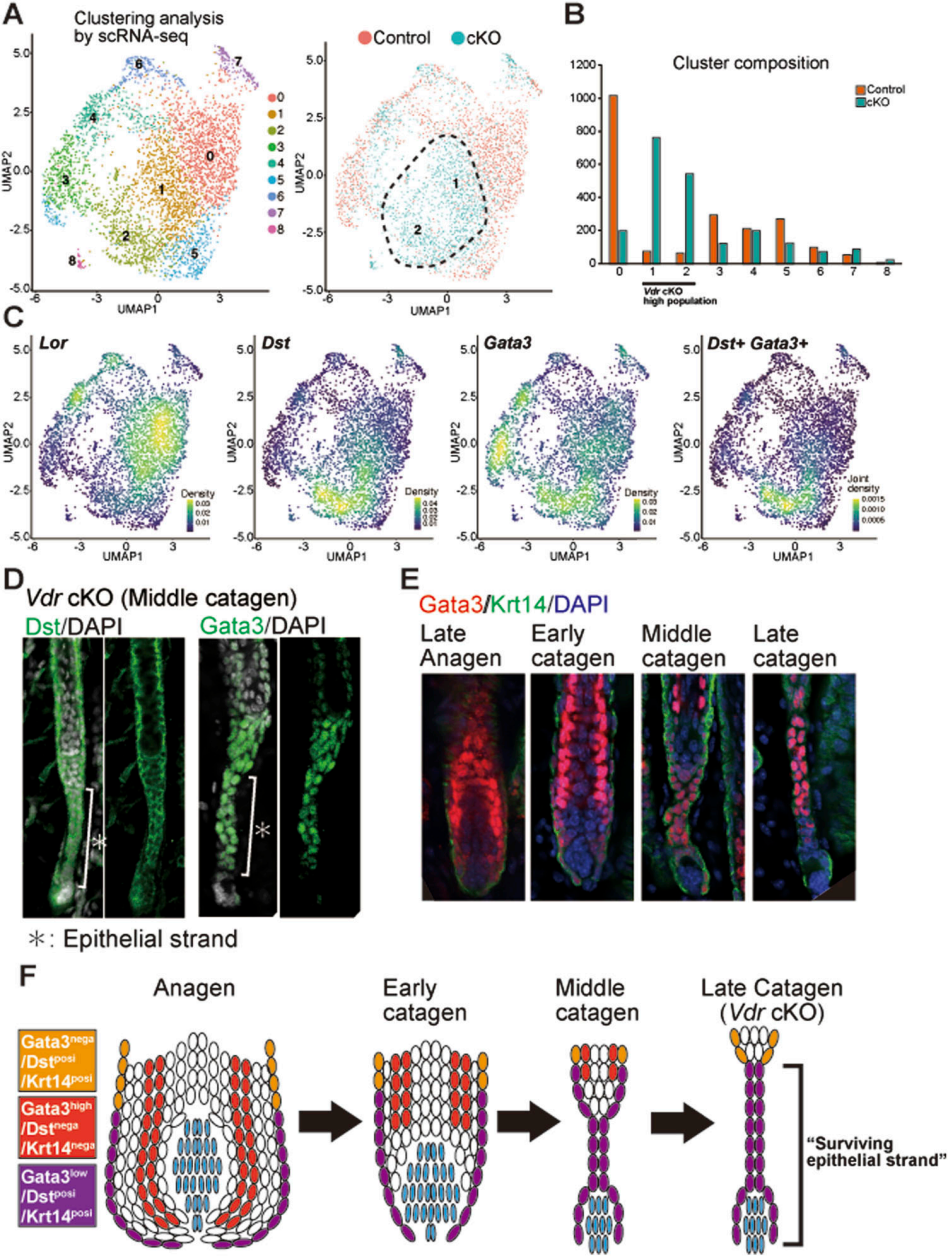
The characteristic “surviving epithelial strands” in Vitamin D receptor cKO mice are composed of Gata3+/Dst+/Krt14+ cells. **(A)** Left: P18 control (n = 2,097) and cKO (n = 2,140) epidermal cell transcriptomes visualized with UMAP plot, colored according to unsupervised clustering. Right: UMAP plot colored red (control) or blue (cKO). See Table S1 for cluster markers list. **(B)** Number of cells in each cluster. **(C)** Density plots showing the RNA expression of Lor, Dst, Gata3, and Dst&Gata3. **(D)** IF staining of middle-catagen hair follicle for the cluster2 marker Dst (Left) and Gata3 (right). **(E)** IF staining of late-anagen to late-catagen hair follicle for Gata3 (red) and Krt14 (green). **(F)** Scheme of the “surviving epithelial strand” formation by Gata3-low/Dst+ cells.

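The barcodes kept from the deposited data with at least 200 detected genes were 3138 for control and 2622 for the library labelled *Vdr* cKO. The paper's text names no limits for cells. With more than 300 and fewer than 4000 detected genes and less than 5% mitochondrial counts, limits chosen after seeing the data because they give the numbers in the legend, 909 cells of control 1, 1188 cells of control 2 and 2140 cells of the library labelled *Vdr* cKO remained. In the clustering of these 4237 cells with *Lor*, *Dst*, *Gata3*, *Krt14* and *Vdr* allowed among the variable genes there were again 9 clusters. Of these, 1 was control-high, with 1055 control cells and 169 cells of the library labelled *Vdr* cKO. Of the cKO-high clusters, cluster 1 of this setting held 149 control cells and 849 cells of the library labelled *Vdr* cKO, with 10710 CPM of *Lor* in the latter. Cluster 2 of this setting held 51 and 498 cells, with 1470 CPM of *Lor*. The small cluster 8 held 7 and 25 cells. All cKO-high clusters together held 64.1% of the cells of the library labelled *Vdr* cKO, and 66.2% of all cells were in a cKO-high or control-high cluster. When the named genes were left out of the variable genes and the limits kept, there were 8 clusters, the first share was 22.5%, and 12.5% of all cells were in such clusters.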

Table S1. Differential expression analysis of gene expression in *Vdr* cKO versus control.

**Figure S5.**
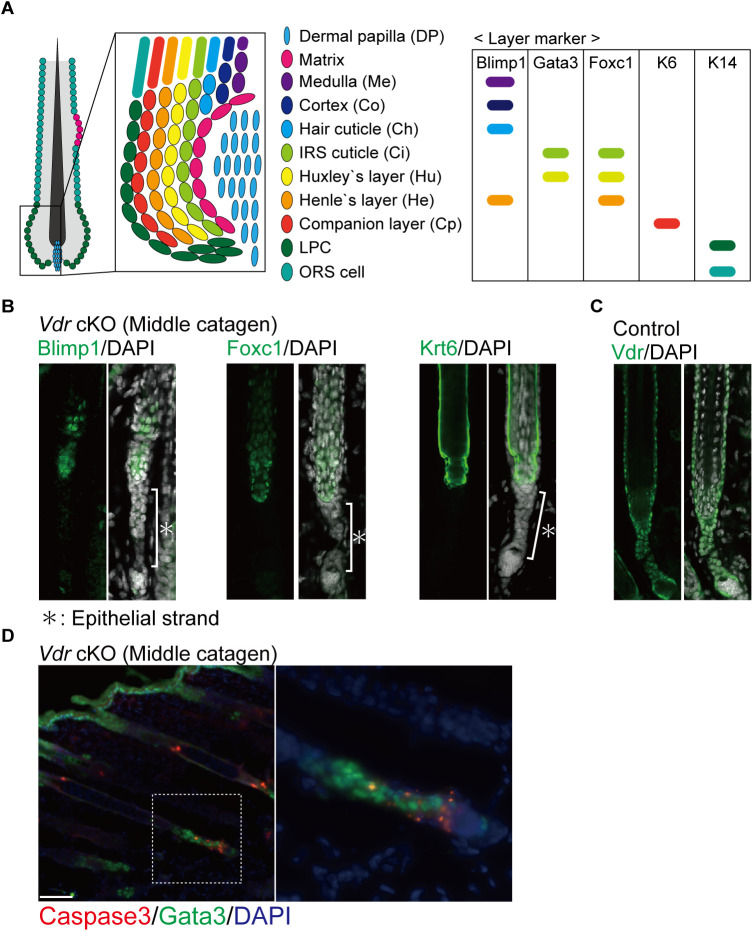
Inner root sheath markers other than Gata3 did not mark the surviving epithelial strand. **(A)** Schematic diagram of the cells that make up the hair follicle layers (left) and markers expressed in each layer (right). **(B)** IF staining of middle-catagen hair follicle for Blimp1, Foxc1, and Krt6. **(C)** IF staining of middle-catagen hair follicle of control for Vdr (green). **(D)** IF staining of middle-catagen hair follicle of *Vdr* cKO for Caspase3 (red) and Gata3 (green). Scale bar, 100 μm.

### Hair-plucking stimulation bypasses the paused-catagen state and allows entry into the anagen phase

*Vdr* cKO HFs exhibited a failure to eliminate the epithelial strand, leading to an inability to transition into the anagen phase and a persistent state in paused catagen (Fig 1E). Nevertheless, immunofluorescence assays revealed the presence of HFSCs identified as Sox9-positive and the bulge region as Col17-positive within the HFs, even in this paused-catagen state (Fig 4A and B). In other words, it is suggested that HFSCs are alive even in the paused-catagen state. Based on this observation, we hypothesized that the presence of surviving epithelial strands in *Vdr* cKO mice impeded reentry into the anagen phase, despite the preservation of normal HFSCs. Hence, we explored the possibility of inducing the anagen phase in *Vdr* cKO HFs by triggering HFSC activation. We performed hair plucking (HP) at P20, which stimulates HFSC activation via macrophage-derived TNFα (Rahmani et al, 2020), and observed that anagen reentry was successfully triggered in *Vdr* cKO HFs 7 d after HP (Figs 4C and S6A and B). *Wnt10a*, *Wnt10b* (expressed in HFSCs), *Fgf7* and *Fgf10* (expressed in DP) are known to be activated during the transition to anagen phase, so we examined whether their expression levels were altered by HP. In control mouse skin, *Wnts* and *Fgfs* expression levels were low at P22 (telogen phase), but increased at P27 (anagen phase). In contrast, in *Vdr* cKO mouse skin, *Wnts* and *Fgfs* expression levels were low at both P22 (paused-catagen) and P27 (paused-catagen), but HP increased these expression levels to the same levels as in the anagen phase of control mice (Fig 4D). In addition, using Wnt reporter mice (Takemoto et al, 2016), it was found that HP induced Wnt activation in *Vdr* cKO HFs (Fig 4E). These findings indicate that, once in a paused-catagen state, *Vdr* cKO mice are unable to initiate the subsequent hair cycle without external intervention. However, these mice retain the regenerative potential of their HFSCs and DP even in the paused-catagen state. The results further suggest that external activation of the *Wnts-* and *Fgfs*-signaling pathways can rescue *Vdr* cKO HFs from the paused-catagen state before dermal cyst formation and indicate that the formation of surviving epithelial strands may inhibit the activation of HFSCs.

**Figure 4.**
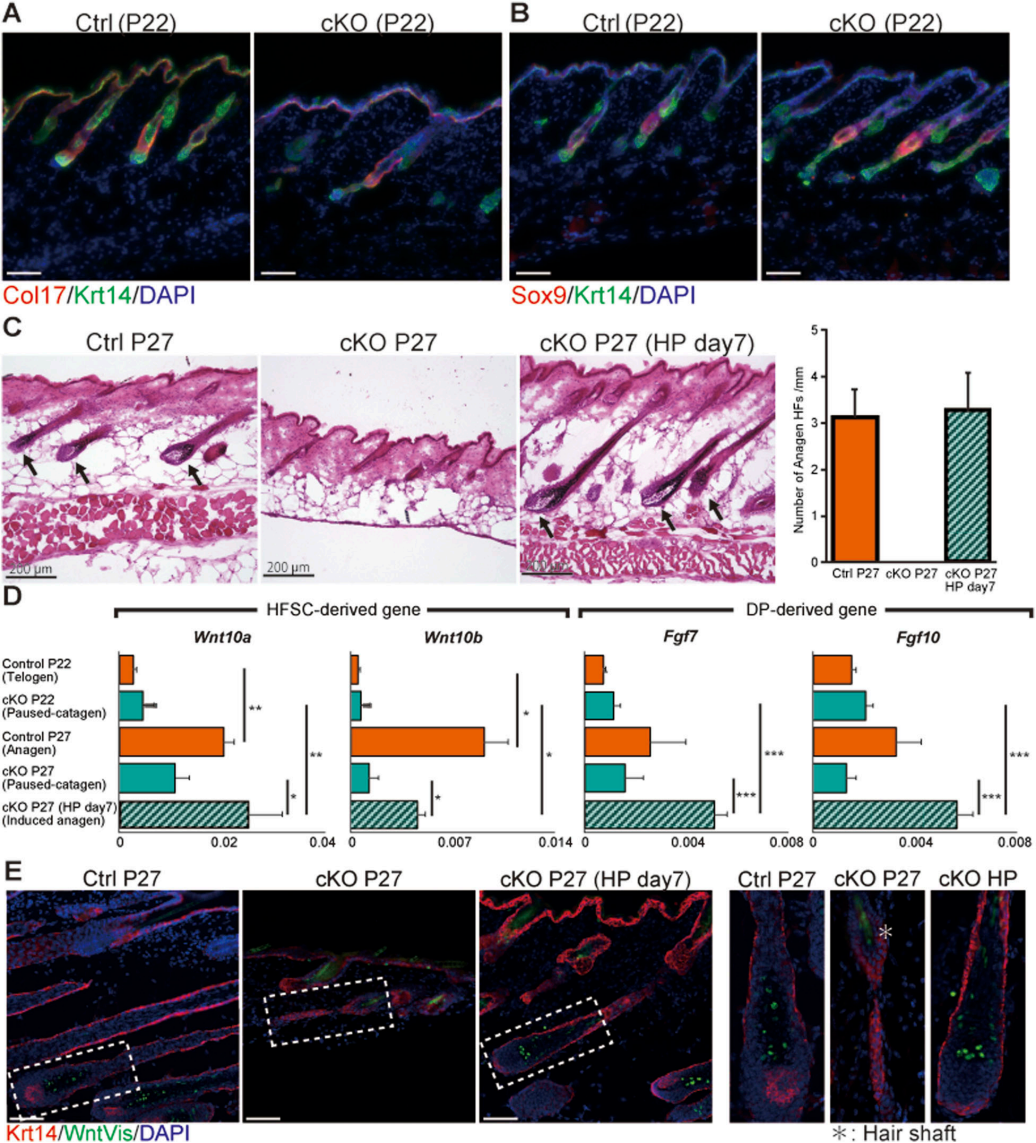
Hair-plucking stimulation bypassed the paused-catagen state and allowed entry into the anagen phase. **(A)** IF staining of P22 mouse skin section for the bulge markers Col17 (red) and Krt14 (green). **(B)** IF staining of P22 mouse skin section for the hair follicle stem cell markers Sox9 (red) and Krt14 (green). **(C)** HE staining of mouse skin sections (control, cKO, and 7 d after hair plucking). Scale bar, 200 μm. Number of anagen hair follicles per millimeter in each mouse. **(D)** RT–qPCR analysis of *Wnt10a*, *Wnt10b*, *Fgf7*, and *Fgf10* mRNA expression in control (P22) (n = 3), cKO (P22) (n = 3), control (P27) (n = 3), cKO (P27) (n = 3), and cKO (7 d after hair plucking) (n = 3) mouse skin. **(E)** Wnt reporter expression (green) in mouse skin section. *autofluorescence of hair shaft. Data information: in (D), data are presented as mean ± SEM; *P < 0.05; **P < 0.01; ***P < 0.001 (Welch’s *t* test).

**Figure S6.**
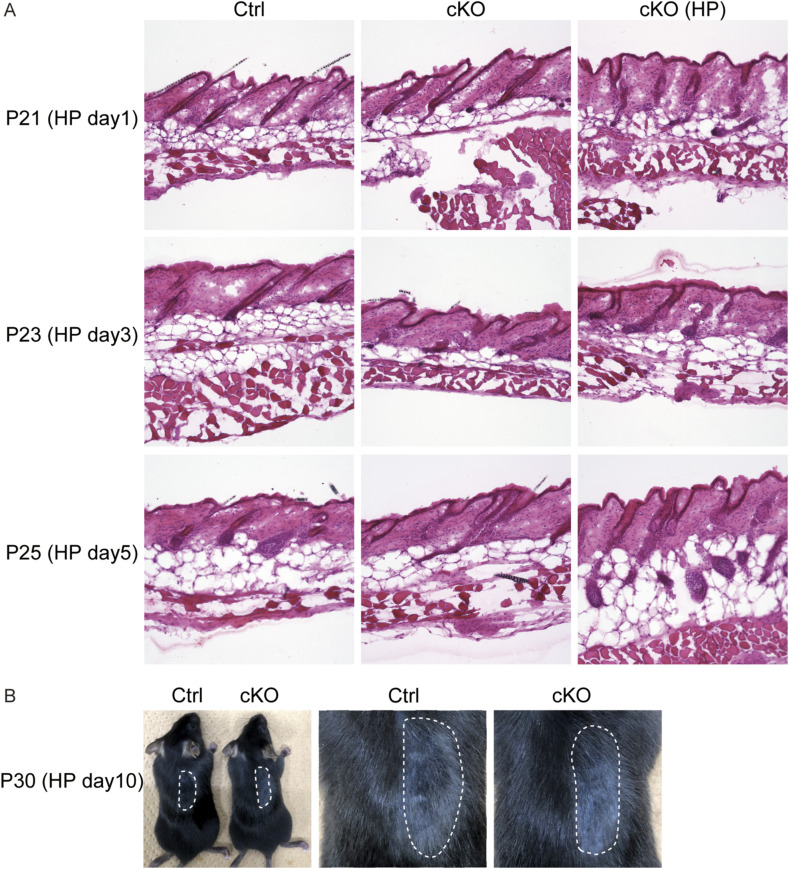
Hair follicle regeneration by hair plucking. **(A)** HE staining of mouse skin sections (control, cKO, and 1, 3, and 5 d after hair plucking). **(B)** Images of control P30 mice and *Vdr* cKO mice (10 d after hair 75 plucking). The area enclosed by a dotted line is where the hair was plucked.

### VDR plays a key role in the process of hair follicle regression

This study sheds light on the role of the VDR in homeostasis of the HF, which is deemed to be a regenerative mini-organ of the skin. In *Vdr* cKO mice, we found that the hair cycle was arrested in the middle of the catagen phase before the onset of alopecia (Fig 2). In addition, surviving epithelial strands in paused catagen are of a certain length in all HFs, suggesting that they are formed by a specific cell population (Fig S4C and D). Our findings suggest that proper elimination of disused cells is a crucial aspect of this regenerative process for tissue homeostasis. During the catagen phase, HFs typically undergo regression through programmed cell death, bringing the bulge and DP closer together and activating *Wnt* and *Fgf* signaling, which initiates the growth phase (Fig 5 left panel) (Rendl et al, 2008; Oshimori & Fuchs, 2012). However, in *Vdr* cKO mice, the rate of cell death during the catagen phase is reduced, leading to the formation of “surviving epithelial strands” and preventing the completion of the catagen phase. Consequently, HFs deficient in *Vdr* become entrapped in a “paused-catagen” state, with *Wnt* and *Fgf* signaling being inactivated, eventually transforming into dermal cysts and resulting in the irreversible disruption of tissue homeostasis (Fig 5 upper right). Meanwhile, *Vdr* cKO HFSCs retain their regenerative capacity until the inception of dermal cyst formation, and can be activated by HP stimuli (Fig 5 lower right). These results provide a novel paradigm for alopecia because of catagen arrest and emphasize the importance of the regression phase in reactivating HFSCs and regenerating HFs. In addition, it has been reported that most patients with vitamin D-dependent rickets type 2A are born with a normal hair distribution followed by hair loss between 1 and 3 mo of age, suggesting that *VDR*-deficient alopecia in humans may also be attributable to catagen arrest. Furthermore, it may be feasible to treat alopecia in patients with vitamin D-dependent rickets type 2A by either inducing activation of the signaling between HFSCs and DP by external stimuli or by eliminating surviving epithelial strands before cyst formation.

**Figure 5.**
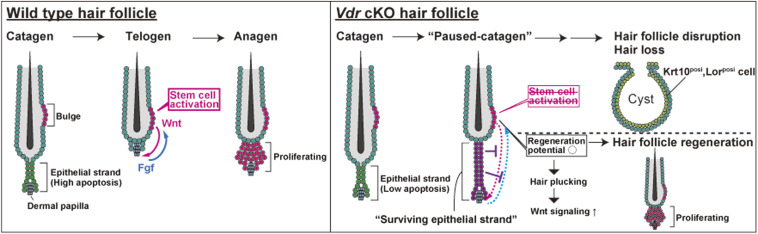
Schematic of catagen to anagen transition in WT or *Vdr* cKO. At the catagen of WT hair follicles, epithelial strand cells are actively eliminated by apoptosis. When an epithelial strand is eliminated, interactions between HF stem cells (HFSCs) and DP, such as Wnt and Fgf signaling, activate HFSCs and transit to anagen. Meanwhile, *Vdr*-cKO hair follicles have a low rate of apoptosis in epithelial strands, resulting in the formation of a “surviving epithelial strand.” Inhibition of HFSC activation by this “surviving epithelial strand” results in arrest of the hair cycle, loss of hair follicles, and cyst formation. However, *Vdr*-cKO mice retain their regenerative potential even in the “paused-catagen” state. Therefore, when HFSC activation is promoted by HP stimulation, hair follicles regenerate.

We found that the inception of hair cycle arrest because of *Vdr* deficiency involves the formation of surviving epithelial strands. Previous studies using *Vdr*-deficient mice and their supposed phenocopy Hr/Hr mice suggested that the connection between the HF and the DP is lost around P22 (Mann, 1971; Panteleyev et al, 1999; Bikle et al, 2006). However, our approach of tissue clearing and three-dimensional imaging showed that surviving epithelial strands maintain the connection between HFs and DP (Fig 2B, Video 2). It was previously asserted that VDR deficiency-induced alopecia was correlated with the reduction of HFSCs in mice older than 3.5 mo (Cianferotti et al, 2007), yet our findings suggest that the formation of surviving epithelial strands at earlier time points may contribute to alopecia. By applying tissue clearing and three-dimensional imaging, we have succeeded in detecting previously unknown morphological abnormalities, and this method is promising for detecting tissue disruption, leading to early hair loss. Our scRNA-seq in the catagen phase (Fig 3), a novel approach, uncovered that surviving epithelial strands comprise of Gata3+/Dst+/Krt14+ cells. 

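Over all cells, *Dst* had 290 CPM in control 1, 154 CPM in control 2 and 843 CPM in the library labelled *Vdr* cKO, a log2 fold of 1.92 over the control mean against a log2 ratio of 0.91 for control 1 to control 2. *Krt14* had 857, 611 and 2008 CPM, a log2 fold of 1.45 against 0.49. With each gene counted once per cell, a setting chosen after seeing the data, the folds of *Dst* and *Krt14* were 0.91 and 0.34. *Gata3* had 645, 598 and 744 CPM, a log2 fold of 0.26 against 0.11, which is within the range that the choice of scaling spans, from 0.0471 with median-of-ratios factors to 0.47 with the mean of each cell's CPM. With every cell thinned to 1000 counts, 1466, 1597 and 2562 cells remained. *Dst*, *Gata3* and *Krt14* were detected together in 1.30% (0.782% to 2.02%) of the cells of control 1, 0.814% (0.434% to 1.39%) of control 2 and 9.68% (8.56% to 10.9%) of the library labelled *Vdr* cKO. Were the genes detected independently of each other in each library, the shares would be 0.754%, 0.701% and 8.06%. *Dst* and *Gata3* were detected together in 3.62%, 2.76% and 14.8% of the cells, against 2.69%, 2.79% and 13.6% under independence. The single shares were 11.5%, 11.7% and 38.5% for *Dst*, 23.5%, 23.8% and 35.3% for *Gata3* and 28.0%, 25.2% and 59.3% for *Krt14*. In cluster 7, taken above as the measure of background, *Krt14* was found in 13.2%, 13.4% and 41.4% of the cells. Background can thus account for a part of the higher share of the triple in the library labelled *Vdr* cKO. Some of these counts may instead be transcripts of cluster 7 itself. The alternative that moved the share of the triple most relative to its size was the draw of 200 detected genes per cell, chosen after seeing the data, with 0.0676%, 0.181% and 1.07%. Without thinning the shares were 4.59%, 5.79% and 35.9%. In this library, whose *Vdr* counts were not reduced, *Xist* and Y-linked transcripts were found together under 110 barcodes. Chance within 10 groups of cells of similar depth gives 110.3, which limits what joint detection under a barcode says about single cells.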

We have observed that this population of cells is present in the lower part of late-anagen HFs, suggesting that LPC-derived cells may form surviving epithelial strands. Future studies by live imaging using reporter mice are needed to determine the origin of cells forming surviving epithelial strands.

Our findings highlight the importance of regression in HF regeneration and demonstrate that the VDR is a novel regulator of the catagen phase. Although Fgf5 has been reported as a factor that regulates catagen (Hébert et al, 1994), it is specifically a factor that controls entry into catagen, whereas VDR is a novel factor that controls catagen progression. It has recently become clear that catagen progression is coordinated by the contraction of the dermal sheath smooth muscle (Heitman et al, 2020; Martino et al, 2023) and orderly cell death involving apoptosis and phagocytosis (Mesa et al, 2015). We confirmed that the VDR is expressed in the nuclei of normal epithelial strand-forming cells during the catagen phase, suggesting that the VDR may promote the cell death of epithelial strands through transcriptional regulation. Accumulation of apoptotic and senescent cells has recently been shown to contribute to the development of inflammatory and age-related diseases, highlighting the significance of proper cell elimination for maintaining tissue homeostasis (Poon et al, 2014; Scudellari, 2017; Chaib et al, 2022). Our findings suggest that cell elimination by the VDR during catagen also plays a crucial role in HF homeostasis. Future studies should clarify the molecular function of VDR to promote cell death in the catagen. Meanwhile, Morita et al reported that *Vdr* was strongly expressed in the lower part of the HF at E13.0–E17.0 when these cells were produced (Morita et al, 2021). It is thus possible that the cell fate during catagen is determined via VDR at the stage of HF development. Either way, the molecular function of VDR in HF homeostasis requires further investigation.

## Materials and Methods

### Mice

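In the GENCODE M21 annotation of GRCm38, *Vdr* lies on the minus strand of chromosome 15 from 97854425 to 97910630. Its transcript Vdr-201 has 10 exons and 4370 bases. Exon 3 of this transcript, at 97884794 to 97884941, has 148 bases and holds the start codon, which begins at base 3 of the exon, and 146 coding bases. Its sequence begins GGATGGAGGCAATGGCAGCCAGCACCTCCC in the direction of transcription. The number 146 leaves a remainder of 2 on division by 3. The end of exon 3 lies 4070 bases from the 3′ end of the transcript. The paper's Fig S2 gives exon 3 as the deleted exon and does not name the transcript whose exons it numbers. The Dolomite libraries were counted per gene and hold no count for single exons. *Vdr* itself was counted 765 times in the kept cells of control 1, 1030 times in control 2 and 2501 times in the library labelled *Vdr* cKO.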

Mice with *Vdr* knockout specifically in epidermal cells were generated by breeding *Vdr* flox/flox mice (Yamamoto et al, 2013) and Krt14cre mice (Dassule et al, 2000). Wnt reporter mice were as previously described (Takemoto et al, 2016). The care and handling of animals in this study were in accordance with the guidelines set forth by Tokushima University for animal and recombinant DNA experiments. Offspring were genotyped via PCR-based assays of mouse-tail DNA (Fig 2A and B). Primer sequences are listed in Table S2.

Table S2. List of RT–qPCR primers used in this study.

### Frozen sections

For two-dimensional imaging, dorsal skin tissues were embedded in an optimal cutting temperature (OCT) compound (Sakura Finetechnical) and stored at −80°C. The frozen samples were then cut into 15-μm-thick sections using a cryostat (CM1860; Leica).

For three-dimensional imaging, dorsal skin samples were fixed with 4% PFA in PBS for 10 min at RT. The fixed tissues were washed with PBS, embedded in Othe CT compound, and stored at −80°C. The frozen samples were then cut into 100-μm-thick sections using a cryostat.

### Hematoxylin and eosin (HE) staining

Frozen sections were removed from the OCT compound and fixed in 4% PFA in PBS, and then stained with hematoxylin (131-09665; FUJIFILM Wako Pure Chemical) and eosin for analysis of tissue histology using an all-in-one fluorescence microscope (BZ-X700; KEYENCE).

### Immunofluorescence (IF) staining for two-dimensional imaging

For two-dimensional imaging, frozen sections were removed from the OCT compound, fixed in 4% PFA in PBS, and then blocked with a blocking buffer (5% normal donkey serum, Blocking One [03953-95; Nacalai Tesque, Inc.]) for 1 h at RT, followed by incubation with a primary antibody overnight at 4°C. The following day, the sections were washed in 0.2% Triton X-100 in PBS and incubated with the corresponding secondary antibodies. The sections were then washed in 0.2% Triton X-100 in PBS and mounted. All antibodies and dilutions are listed in Table S3. Sections were counterstained with DAPI (0100-20; SouthernBiotech) to visualize nuclei. All fluorescence microscopy images were captured using an all-in-one fluorescence microscope or confocal microscope (A1R; Nikon).

Table S3. List of antibodies used in this study.

### Immunofluorescence (IF) staining for three-dimensional imaging

For three-dimensional imaging, 100-μm sections were permeabilized with 0.1% Digitonin (300410; Merck) in PBS for 30 min, blocked with the blocking buffer (5% normal donkey serum, Blocking One) for 1 h at RT, and then incubated with a primary antibody overnight at 4°C. The following day, sections were washed in 0.2% Triton X-100 in PBS and incubated with the corresponding secondary antibodies. The sections were then washed in 0.2% Triton X-100 in PBS and mounted. All antibodies and dilutions are presented in Table S3. Sections were counterstained with Hoechst (H3570; Thermo Fisher Scientific) to visualize nuclei. All fluorescence microscopy images were captured using a confocal microscope (A1R) or multi-photon microscope (A1R MP; Nikon).

For multi-photon microscope imaging, stained 100-μm sections were transferred to a custom-made clearing solution A (20% thiodiethanol, 24% sucrose in ultrapure water) for 1 h at RT and then mounted in a custom-made clearing solution B (45% thiodiethanol, 5% glycerol, and 50% iomeprol [877219; Eisai Co., Ltd.]). These custom-made reagents were based on the LUCID clearing agent protocol (Sawada et al, 2018), with slight modifications. Cleared tissue samples were then imaged using a multi-photon microscope (A1R MP).

### RNA preparation and quantitative RT–PCR

Total RNA was isolated from 5 mm^2^ of mouse dorsal skin using RNAiso Plus (9109; Takara), and cDNA was synthesized using ReverTra Ace qPCR RT Master Mix (FSQ-301; Toyobo), in accordance with the manufacturer’s protocol. Quantitative PCR analysis was performed using a LightCycler 96 (Roche) with FastStart Essential DNA Green Master (Roche). Results were calculated as mean ± SD from at least three independent experiments. Primer sequences are listed in Table S2.

### Isolation of epidermal and hair follicle cells and single-cell library preparation

To isolate epidermal and hair follicle cells, P18 dorsal skins from *Vdr*-cKO and control mice were collected and placed dermis down in 0.25% trypsin (25200072; Thermo Fisher Scientific) for 20 min at 37°C. Cell suspensions were obtained by gently scraping the skin. The cells were then filtered with strainers (70 and 40 μm) (542070 and 542040; Greiner Bio-One). The cell viability ratio was confirmed to be 80% or more by trypan blue staining.

Dorsal skin samples of three male mice were prepared for constructing one library. RNAdia 2.0 kit (Dolomite Bio) was used for scRNA-seq library preparation following the manufacturer’s protocol. Briefly, cells were loaded into a Nadia (Dolomite Bio) microfluidics cartridge at a concentration of 300 cells per microliter. Cells were lysed in a droplet, and emulsion formed from the microfluidics device was then isolated and droplets were broken with 1H,1H,2H,2H-perfluoro-1-octanol. Reverse transcription was then performed, and purified cDNA was used as an input for Nextera tagmentation reactions.

### Single-cell RNA sequencing analysis

Single-cell RNA-seq analysis was performed on NovaSeq using an S4 flow cell with a PE 150 kit (Illumina). Sequencing datasets were aligned using Seurat v4 (Hao et al, 2021). The Seurat v4 guidelines were followed for the identification of variable genes, dimensionality reduction, and cell clustering. A resolution of 0.5 was used for parameter identification. The Wilcoxon statistical test built into Seurat v4 was used to identify markers.

### Hair plucking

The dorsal hair of P20 mice was plucked using tweezers to induce anagen.

## Data Availability

The scRNA-seq data have been deposited in GEO under accession code GSE223884.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

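Single-cell RNA sequencing was done by the authors on epidermal and hair follicle cells of P18 dorsal skin, in 2 control libraries and 1 *Vdr* cKO library. The authors made a count for each gene and cell barcode from the sequencing reads and deposited these counts without normalization, as 1 matrix for each library. The paper's text names Seurat for the alignment and gives no aligner, genome build, annotation, rule for counting molecules or limit for cells. Of the 19927 gene symbols in the deposited matrices, 97.6% were found in GENCODE M21 of GRCm38, which was used for gene positions. The matrices list 14814, 16333 and 18173 genes for control 1, control 2 and the library labelled *Vdr* cKO.

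Of the deposited entries above 0, 15.5%, 23.5% and 27.0% were equal to 1, and a cell had a median of 91.9, 118 and 165 detected genes for each 1000 counts. The libraries may thus differ in how often a molecule was counted, which these values do not measure directly. The values were treated as counts that can include copies made by PCR. Pairs of barcodes that differ in a single base numbered 365, 72 and 58, where 8.34, 6.49 and 8.30 are expected by chance. Barcodes shared with another library numbered 84, 85 and 60, where less than 1 is expected. Among the kept cells of control 1, where they were most frequent, they made up 1.82% of the cells and 1.97% of the counts, and they were kept.

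Cells were barcodes with at least 200 detected genes and at most 20% mitochondrial counts. They held 18802408, 28690129 and 30954897 counts. Doublets were called in each library with Scrublet in Scanpy 1.11.5, with exact neighbours and double precision, which marked 1, 4 and 22 cells, or 0.0676%, 0.241% and 0.839%. With 27 of 5760 cells called, or 0.469%, the calling was taken not to have worked, and the called cells were left in. The setting for neighbours and precision was chosen after seeing the data, because the calls of the default setting depended on the numerical library used.

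Counts were summed over the cells of a library and divided by the library's total to give CPM. A log2 fold is that of the library labelled *Vdr* cKO over the mean of the controls, with 1 CPM added to each. Genes with at least 50 CPM in at least 1 library were counted when a library was over 2-fold above or below both others. For shares of cells with a count, each cell was thinned at random to 1000 counts, which left out 14, 61 and 60 cells. Clustering was done with Seurat 5.3.0 in R 4.3.3, after the paper's resolution of 0.5: LogNormalize with a scale of 10000, 2000 variable genes, 10 principal components, 20 neighbours and the Louvain method. Within a cluster, CPM was compared with the other cells of the same library. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Cells are not replicates and there is 1 *Vdr* cKO library, so no p-value was computed.

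The genes named are those the paper names for its single-cell data or the layers of the hair follicle, the 5 highest and 5 lowest genes by log2 fold against the nearer control among those over 2-fold apart, up to 3 leading genes of each cluster, and *Xist* with 4 Y-linked genes as a check of sex. This rule, the main settings and most alternatives were fixed before the data were examined. Lists of markers of basal or outer root sheath keratinocytes, differentiated epidermis, the inner root sheath, the companion layer, the hair shaft or matrix, the bulge, the upper follicle, sebaceous cells, T cells, antigen-presenting cells and cycling cells were compared between libraries. Lists of melanocytes, fibroblasts, endothelial cells and smooth muscle had fewer than 3 genes at the level needed and were not used. Lists of dissociation stress, pro-apoptotic, anti-apoptotic and vitamin D target genes were set against 10000 random lists of the same size and expression.

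The alternatives tried were other limits for cells, removal of the called doublets, scaling by edgeR 4.0.16 TMM factors or DESeq2 1.42.0 median-of-ratios factors, exclusion of the 20 most abundant and the mitochondrial genes from the total, the mean of each cell's CPM, 10 CPM added in place of 1, other limits for the level and fold of genes, other depths of thinning, other resolutions and numbers of components, the named genes allowed among the variable genes, integration with Seurat's anchors, and leaving out each control library. Chosen after seeing the data were the limits of 300 to 4000 genes and under 5% mitochondrial counts, alone and with the named genes allowed, the draw of 200 detected genes per cell, and each gene counted once per cell.

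The procedures were tested on simulated data. In pooled counts of 3565 genes, 200 were changed by known folds. In the library labelled *Vdr* cKO against both controls, 73 of the 73 genes changed 4-fold were called, and 3 of the 63 genes changed 1.5-fold. None was called in the wrong direction, and 2 unchanged genes were called. With control 1 or control 2 in the place of that library, 3 and 2 genes were called in the simulation, against 66 and 68 in the real data. The simulated spread between libraries was thus smaller than the real spread, and the 2 calls can understate false calls. When the 3138 control cells were shuffled into 3 mock libraries, 6 clusters formed and 0% of the cells were in a cluster dominated by a mock library. Shuffling removes any difference between libraries, so this share does not tell how far real libraries of the same genotype part. Immunofluorescence, the plucking experiment and quantitative PCR of the paper were not analysed here.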

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

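In this part, the tests of free RNA and of several cells under a barcode were set before their results were seen, and the other tests were chosen after the result was seen. In the library labelled *Vdr* cKO, *Vdr* was not lower than in the controls, and every direction given here follows the label.

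*Xist*, a transcript of the inactive X chromosome that the paper does not discuss, had 4390 counts or 142 CPM in 740 cells of the library labelled *Vdr* cKO, above the control level. It had 0 counts in either control library, where the 3 counts that a count of 0 allows come to 0.160 and 0.105 CPM. Mapping of other transcripts to *Xist* in every library would give counts in the controls, and the 0 counts there argue against it. The paper states that the mice were male. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together had 234 and 211 CPM in the controls and 77.6 CPM in the library labelled *Vdr* cKO, which is 34.9% of the control mean. In the order control 1, control 2 and the library labelled *Vdr* cKO, *Ddx3y* had 100.1, 99.0 and 40.2 CPM, *Eif2s3y* 107, 83.5 and 20.998 CPM, *Uty* 14.9, 14.0 and 7.49 CPM and *Kdm5d* 11.6, 14.2 and 8.95 CPM. Female mice among the pooled mice could give *Xist* and lower Y-linked genes, but they would lower these genes alike, and the folds over the control mean, with 1 CPM added, ran from 0.228 for *Eif2s3y* to 0.714 for *Kdm5d*. *Kdm5d* was found in 9, 46 and 26 cells only. *Xist* and Y-linked transcripts did not avoid each other. They were together under 110 barcodes, 0.997 times the number that chance gives within 10 groups of cells of similar depth (0.820 to 1.20). This argues against separate male and female cells, each under its own barcode and without free RNA. Free RNA spread over all barcodes remains open. The median CPM of the antigen-presenting cell markers outside cluster 8 was 1.04% of that inside in this library, but the cluster held 0.992% of its cells, so a large part of free RNA would give a value like this. Several cells under a barcode remain open, since among the cells with 200 to 688 genes the number with both was 1.14 times chance with an interval of 0.567 to 2.03. Female mice in the pool therefore stay open too, and the sex of single cells cannot be told. An effect of genotype on *Xist* was not tested.

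*Tchh* had 171 CPM in the library labelled *Vdr* cKO and 0.585 and 0.279 CPM in the controls, on 5306, 11 and 8 counts. *Abi3bp* had 90.2 CPM against 1.91 and 7.56 CPM, *Postn* 76.9 CPM against 8.24 and 3.21 CPM, and *Rflnb* 106 CPM against 13.4 and 13.3 CPM. With *Xist*, these are the genes highest against the nearer control among those over 2-fold apart, and the paper does not discuss them. As a percentage of the count that a control's depth gives at the level of the other library, the highest was 12.6%, for *Rflnb* in control 1. The genes were chosen for being highest, so the size of this gap is no fair measure of a typical gene. Even so, *Tchh*, *Abi3bp*, *Postn* and *Rflnb* had 8 to 381 counts in the controls, where depth gives 1445 to 4918. Gaps of this size are beyond Poisson counting error. The percentage is, however, close to the ratio of CPM by which the genes were picked, so a low value was given in advance. It cannot decide whether depth or repeated counting of molecules plays a part. *Tchh* is also on the list of inner root sheath genes and *Postn* on that of bulge genes. A different stage of the hair follicles, a different yield of follicle cells, the handling of a single library and the genotype all remain open, and with 1 library labelled *Vdr* cKO they cannot be told apart.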

How the results depend on the processing

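The limits of 300 to 4000 genes, the draw of 200 detected genes per cell and each gene counted once per cell were chosen after seeing the data. Of 526 alternative values of 39 results, 309 stayed within the limits set for a change and 217 did not. All kept their direction except the difference in the share of cells with *Lor*, which lay between the controls in the main setting (83.0% against 88.1% and 82.2%) and ran from -14.7 to 7.84 points, with 0.804 points without control replicate 1 and -5.04 without control replicate 2. No paired analysis was possible because the libraries are pools of different mice. Except where a reason is given, the cause was not tested.

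The log2 fold of *Vdr*, 1.06, was 0.86 with TMM factors, 0.85 with median-of-ratios factors, 0.75 with the mean of each cell's CPM and 0.91 with 10 CPM added. That of *Dst*, 1.92, was 0.91 with each gene counted once per cell, and that of *Krt14*, 1.45, was 0.34 so and 0.92 with the mean of each cell's CPM. That of *Gata3*, 0.26, was 0.40 with the Seurat tutorial limits, 0.0630 with TMM and 0.0471 with median-of-ratios factors, 0.47 with the mean of each cell's CPM and 0.0849 with each gene counted once per cell. The scaling factors lower every fold by construction.

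The 197 genes over 2-fold apart from both controls became 829 from 10 CPM, 37 from 200 CPM and 557 at 1.5-fold, since these limits admit more or fewer genes. They were 358 to 389 when a control replicate was left out, since a gene then has to differ from 1 library only. Under the other alternatives the number was 185 to 280.

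The share of cells with *Dst* and *Gata3* was 11.6 points above the controls. It was 31.5 points without thinning, 5.29 at 500 and 21.6 at 2000 counts per cell, 3.65 with at least 2 counts, 12.4 with all deposited barcodes, 10.5 with at least 500 genes, 12.9 with 300 to 4000 genes and 1.85 with 200 drawn genes. The difference for *Dst*, *Gata3* and *Krt14*, 8.62 points, was 30.7, 3.00, 19.2, 1.64, 9.09 and 7.85 points under the first 6 of these in the same order, and 0.944 with 200 drawn genes. Detection of several genes rises with depth by construction, and a draw of 200 genes lowers it most in cells with many genes, of which the library labelled *Vdr* cKO has most. Depth also limits *Vdr*, which at 1000 counts per cell was found in 1.30%, 2.32% and 4.22% of the cells, too few to compare single control clusters.

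The share of the cells of the library labelled *Vdr* cKO in cKO-high clusters, 50.0%, and the mean share of control cells in control-high clusters, 55.9%, depended on the clustering. They were 24.4% and 20.9% with all deposited barcodes, 15.4% and 21.6% with at least 500 genes, 28.7% and 0% with the Seurat tutorial limits, 22.5% and 0% with 300 to 4000 genes, 23.6% and 0% with Seurat's anchors, 0% and 0% at a resolution of 0.3, 62.6% and 75.5% at 0.8, 58.3% and 38.0% with 30 principal components, and 69.8% and 67.5% with 200 drawn genes. Only the first moved with doublets removed (53.1%), named genes allowed (52.8%), cells thinned before clustering (66.0%) and the limits of 300 to 4000 genes with named genes allowed (64.1%). Only the second moved with a balance of 0.85 (42.6%) and 20 principal components (43.5%). When a control replicate was left out they were 19.8% to 47.7% and 47.9% to 60.8%, and the first share was 19.8% without control replicate 2. The called doublets were 27 cells, so removal of 27 cells moved the first share beyond its counting interval. The number of clusters was 6 to 12.

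In the candidate cluster, the log2 ratio of *Dst*, 1.52, was 1.11 with at least 500 genes, 1.06 with 30 principal components and 1.80 with cells thinned. That of *Krt14*, 0.90, was 0.94 with all deposited barcodes, 0.84 with at least 500 genes, 1.09 with the Seurat tutorial limits, 0.87 at a resolution of 0.8 and with named genes allowed, 1.11 with 300 to 4000 genes and 1.13 with named genes allowed as well, 0.56 with 30 principal components, 0.75 with 200 drawn genes and 0.42 with Seurat's anchors. That of *Lor*, -3.42, was -1.95 with 200 drawn genes. *Gata3* was between 0.30 and 0.59 under all alternatives that gave a candidate cluster. The cluster was chosen anew in each setting and was not the same set of cells. It held 631 cells of the library labelled *Vdr* cKO in the main setting and 787 with 200 drawn genes. With 30 principal components it held 127 and with Seurat's anchors 84. A resolution of 0.3 gave no candidate cluster.

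Of the results for single genes, 90 of 221 alternative values of the log2 folds moved, 48 of them toward 0 and 42 away from it. Of the other shares of cells 31 of 60 moved, 17 toward 0 and 14 away. Of the numbers of genes with a control as the odd library 13 of 26 moved, 10 of them upward. Of the values for the share of control cells apart between the controls 10 of 16 moved, 8 of them toward 0.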

Differences from the paper's values

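No cause was tested in this part. The log2 fold change of *Dst* in the candidate cluster over the other cells of all libraries, computed as Seurat does, was 1.29, where the paper's value in Table S1 is 1.45. That of *Gata3* was 0.51 against the paper's 0.40, and that of *Krt14* was 0.99 against the paper's 1.10. The paper gives no error for these values. None of the alternatives set before the data were examined reached the paper's values. The nearest for *Dst* were the Seurat tutorial limits with 1.43 and all deposited barcodes with 1.48, for *Gata3* the fit without control replicate 1 with 0.38 and for *Krt14* the Seurat tutorial limits with 1.06. Without control replicate 2 the values of *Krt14* and *Dst* were farther from the paper's, at 0.60 and 1.03. With the limits of 300 to 4000 genes and under 5% mitochondrial counts, chosen after seeing the values, *Gata3* had 0.37. These limits also gave the paper's numbers of cells, 2097 and 2140. The shares of cells with a count of *Dst*, *Gata3* and *Krt14* in the candidate cluster were within 1.5 times the paper's.

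The paper describes its *Lor*-expressing cKO cluster by high expression of that gene. In the cKO-high cluster with more *Lor*, its level in the library labelled *Vdr* cKO was 11891 CPM, against 11930 CPM over all cells of the library. Clusters 0, 5 and 7 had more.

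The paper states that the mice were male. The library labelled *Vdr* cKO held *Xist* in 28.2% of its cells.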

Other observations

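The tests in this part were chosen after the result was seen, among them the draw of 200 genes and the limits of 300 to 4000 genes, while the other limits for cells, thinning, integration and leaving out a library had been set in advance. All directions follow the label of the library labelled *Vdr* cKO.

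*Vdr* counts were not lower in that library. The log2 ratio of control 1 to control 2 was 0.18, so no control library had *Vdr* well below the other. Since a deletion of exon 3 need not lower the counts of the gene, a swap of labels with a control library stays open, as does a wrong label on this library alone or a swap with a library outside the series. *Vdr* counts from cells in which Krt14cre is not active also stay open. Within the library *Vdr* was 1.68 times higher (1.55 to 1.83) in the candidate cluster, which had more *Krt14*, than in the other cells. Cluster 4 was low in both, with 17.5 CPM of *Vdr* and 448 CPM of *Krt14*. But cluster 0 had 39.8 CPM of *Vdr* at 2436 CPM of *Krt14*, and cluster 2 had 109.7 CPM at 1904.5 CPM. *Vdr* thus did not follow *Krt14* across clusters, but in this library it was found in only 4.73% of the 148 cells of cluster 0. The level of *Krt14* in a cluster also does not tell in which cells Krt14cre had acted. Counts from cells without active Krt14cre are therefore not decided by these levels. Transcripts without exon 3 could still be counted for the gene, since 4070 of the 4370 bases of the transcript lie beyond the exon. Counts per gene cannot tell this.

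The share of cells in cKO-high clusters did not fall when each cell was brought to the same number of detected genes. It was 69.8% with 200 drawn genes, in 6 clusters, and 66.0% with cells thinned to the same number of counts. Other limits for cells moved it both ways. It was 15.4% with at least 500 genes, 28.7% with the Seurat tutorial limits, 22.5% with 300 to 4000 genes, 64.1% with the latter and the named genes allowed among the variable genes, and 24.4% with all deposited barcodes, so a lower share did not come from limits on detected genes alone. A draw from a cell with more detected genes also holds more genes of low level. Sequencing depth and repeated counting of molecules remain open as its cause. The sex of the cells stays open, because barcodes of this library cannot be sexed. Of the cells with only Y-linked transcripts 56.2% (48.2% to 64.1%) were in these clusters, and of those with only *Xist* 54.1% (50.1% to 58.1%). The handling or sequencing of a single library cannot be told apart from genotype, and integration, which lowers the share under either, gave 23.6%. Without control replicate 2 the share was 19.8%, and 50.0% with it.

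*Dst* was above both controls within each of the 8 clusters with at least 20 cells of every library. The median log2 ratio to the nearer control was 0.91, which argues against more cells of the candidate cluster, with no change within clusters, as the whole cause of the higher *Dst*. In the candidate cluster itself it was 0.05, which scaling by TMM factors would bring below 0. The level of *Dst* above the control mean differed 11.1 times between these clusters, from 76.3 CPM in cluster 4, with a median of 12510 counts in a cell, to 845 CPM in cluster 1, with 1885 counts. Free RNA weighs more in cells with fewer counts, which these extremes follow, but the gain did not follow depth in every cluster. Cluster 5, at 31404 counts, had 337 CPM of *Dst* against a control mean of 61.3 CPM. Cluster 6, at 7449 counts, had 817 against 53.3 CPM, and the candidate cluster, at 7414 counts, had 1591 against 1317 CPM. Free RNA with more *Dst* is therefore not decided by depth and remains open. An effect of genotype in many kinds of cells may remain, as may a difference in handling.

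Of the 18 genes of the dissociation stress list, 16 were above both controls, with a median log2 fold of 0.96 at the 100 percentile of the random lists. Within the 8 clusters with at least 20 cells of every library the lowest median was 0.63, against at most 0.42 in size between the controls, so a different mix of cell types with no change within clusters is argued against as the whole cause. In cluster 8, with 3 cells of control 1, the median between the controls was -2.45. Handling of the pool during dissociation stays a candidate explanation and cannot be told apart from genotype.

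Genes of the inner root sheath had a median log2 fold of 4.02, of the companion layer 2.64, of the bulge 2.55, of the hair shaft or matrix 2.19, of the upper follicle 1.54 and of cycling cells 1.5. The T cell list had 0.95, the antigen-presenting cell list 0.66 and the sebaceous list -0.74. The basal list had 1.37, with 6 of 6 genes above both controls, and the differentiated list -0.54, with 6 of 7 below, at the 100 and 2.21 percentile of random lists. *Krt71* and *Krt25* were not listed for the controls and had 18.6 and 16.4 CPM in the library labelled *Vdr* cKO, and *Krt75* had 0.266, 0.174 and 48.0 CPM. A smaller share of interfollicular cells would raise the markers of all other cell types alike. The inner root sheath list rose by 3.36 more than the antigen-presenting cell list. That list holds genes of Langerhans cells, and whether these cells would be lost together with interfollicular cells was not tested. The difference therefore cannot decide this explanation. The lists of the bulge, upper follicle, sebaceous and cycling cells also differed between the controls, by 0.75, -0.72, 0.99 and 1.10. A smaller share of interfollicular cells, a larger yield of follicle cells, the stage of the follicles and the genotype remain open.

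The pro-apoptotic list had a median log2 fold of 0.51 over 13 of 20 genes and the anti-apoptotic list 0.39 over 8 of 9, at the 88.2 and 88.3 percentile of random lists. The vitamin D target list had -0.60 over 4 of 8 genes, at the 2.07 percentile. These are descriptions of 3 libraries.

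Of the genes the paper names, *Krt6a* had a log2 fold of 2.64, *Col17a1* 2.49, *Sox9* 2.19 and *Foxc1* 1.73, and *Prdm1* had -0.70 and *Krt10* -0.50. The controls differed in *Krt6a*, with 13.9 and 37.0 CPM, and in *Sox9*, with 56.3 and 24.3 CPM. Without control replicate 2 the fold of *Krt6a* was 3.47, and without control replicate 1 that of *Sox9* was 2.89. The lowest genes against the nearer control were *Ces4a* with 5.78 CPM against 47.7 and 50.5 CPM, *Dsg1b* with 27.0 against 190.4 and 149.8 CPM, *Hbb-bs* with 6.65 against 38.8 and 194.6 CPM, *Scd3* with 143 against 708 and 697 CPM, and *Lce1l* with 30.5 against 162 and 126 CPM.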
